A study of Mus musculus with 4 samples. Its data were reported in "A genome-wide relay of signalling-responsive enhancers drives hematopoietic specification" (2023).

How the data were processed

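Single-cell RNA-seq of 4 libraries was used, 1 for each of 4 groups: the HE1 and HE2 sorts of a blast culture of HM-1 embryonic stem cells grown with VEGF, and the same sorts of a culture without it. Embryoid bodies were grown for 60 hours with BMP4 before activin and FGF were added, FLK1-positive cells were plated for 16 hours, and the blast culture followed for 72 hours. VEGF was at 5 or 0 ng/ml beside BMP4 and TPO at 5, SCF at 100, IL6 at 10 and IL3 at 1 ng/ml. The titles read All-HE1, All-HE2, VEGF-HE1 and VEGF-HE2. Those that begin with VEGF were taken as the omission of VEGF, since the labels describe cultures from which a cytokine was withheld. The labels do not state this sample by sample, and all directions below rest on this reading. Per the labels, 10000 cells were loaded for each library, while the HE2 library with VEGF held 12572 barcodes.

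The authors aligned the reads with Cell Ranger 6.0.1 to the mouse genome mm10 with Ensembl 102 gene models, and deposited filtered UMI count matrices, with 3' chemistry, of 31176 genes by cell barcodes. All values in those tables were whole counts, with no scaling or cell filter by number of genes applied after cell calling. The authors later worked in Seurat 4.0.5 and R 4.1.2 on cells that passed quality limits which were not in the sources used here, so their set of cells could not be rebuilt. Gene positions came from GENCODE M21 on GRCm38, the assembly of mm10, in which 31107 (99.8%) of the gene identifiers were found. Positions count from 1 and all genes given with a position are protein-coding there.

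Cells with fewer than 1000 genes or more than 10% mitochondrial UMIs were left out, which removed 362, 753, 238 and 258 cells for few genes and 409, 686, 211 and 248 for mitochondrial UMIs in the order HE1 and HE2 with VEGF, HE1 and HE2 without, some for both. Of 37785 barcodes, 35938 were kept. An upper limit on genes of 3 scaled median absolute deviations above the median removed 0 cells, so doublets were in effect not removed, and an alternative left out, per library, 0.8% of cells per 1000 barcodes, those with the highest doublet scores computed from simulated doublets in the way of Scrublet. Counts were scaled to 10000 per cell, log-transformed and corrected for S and G2M scores from 43 and 54 genes. The 4 libraries were then clustered together from 2000 variable genes, 20 principal components, 20 neighbours and Leiden resolution 0.5, with no correction between libraries, since library and group are the same. The 14 clusters were named from lists of markers of 11 cell classes, scored as the mean of marker levels standardized across clusters. Names did not follow a fixed margin between scores. Clusters 0, 12 and 13 were left unnamed, although cluster 0 scored 1.24 for smooth muscle and 0.58 for cardiomyocyte, its next class. Cluster 5, named smooth muscle-like, scored 1.08 and 0.66 for the same classes.

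For each class and library the UMIs of all cells were summed and expressed as counts per 1000000 UMIs (CPM). Ratios were log2 ratios of 2 libraries with 0.5 counts added to each, and their 95% intervals are exact conditional binomial intervals. Shares of cells carry exact (Clopper-Pearson) binomial intervals. With 1 library per group no test between groups was run and no p-value is given. A size rule counted genes with a ratio of at least 2-fold and at least 20 CPM in the higher library. A class was compared where both libraries held at least 50 cells. For each of 26 gene lists the median log2 ratio of members with a mean of at least 5 CPM was ranked among 10000 random lists of the same size matched on expression, as a description of these libraries. Shares of cells with a UMI of a gene were taken after thinning each cell to 5000 UMIs, leaving out cells with fewer, and again at 3000 and unthinned. A gene with 0 counts was given a limit of 3 counts.

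Genes named in the text followed a rule: 22 genes the study discusses, the 10 genes with the largest ratio in each direction (at least 30 UMIs in each library and 50 CPM in the higher one, and the same direction in both sorts where both could be compared), and 3 members with the largest ratio of each list. Genes outside it, such as Col1a1 as a marker of free RNA, the genes leading each cluster and the genes that shifted alike in 6 classes, were chosen after their values were seen. The gene Aldoa was left out of its list because 2 gene identifiers carry that symbol, and 36 symbols are shared in this way. Free RNA, the RNA of other cells caught in a droplet, was estimated per class as the median, over 8 matrix and mesenchyme genes of Acta2-high cells, of their level in the class over their level in the whole library, and an alternative took the library profile away at that share. Doublets with Acta2-high cells raise this estimate too.

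Comparisons, lists, naming rule and 17 alternative settings were fixed before the data were examined, and 4 settings were added later. The alternatives included edgeR 4.0.16 TMM factors, DESeq2 1.42.0 size factors, the mean over cells of CPM, the averaging of Seurat, other minimum levels for genes (none and 50 CPM) and none for list members, free RNA taken away, no cell filter, a stricter one (2000 genes and 5%), resolutions 0.3 and 1.0, no cell cycle correction and separate clustering of the libraries with and without VEGF. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and in R 4.3.3, with seed 1.

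The steps across many genes were tested on simulated data with 200 changed genes. Counts were drawn with counting error alone, so the coverage below does not show that intervals cover variation between cells or cultures. For endothelial-like cells of HE2 (9274 genes) the size rule recovered 100% of changed genes at the level at 2.5-fold, 4-fold and 8-fold and 0 at 1.5-fold, and intervals held the true ratio for 95.2% of genes. For progenitor-like cells (9115 genes) it recovered 97.3%, 100% and 100%. Of 100 unmoved lists, 7 in the first and 4 in the second fell outside the middle 95% of random lists.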

Results

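The question behind these libraries was how gene expression in single cells differs when the growth factor VEGF is left out while hemogenic endothelium, the endothelium that gives rise to blood cells, forms from mouse embryonic stem cells. Cells of the HM-1 embryonic stem cell line were grown into FLK1-positive mesoderm and then kept for 72 hours as a blast culture with BMP4, TPO, SCF, IL6 and IL3, either with VEGF at 5 ng/ml or with none. Cells staining for KIT and TIE2 were sorted into a CD41-negative gate (HE1) and a CD41-positive gate (HE2), which gave 4 groups of 1 library each. There was no replicate of any group, so no difference below has a replicate check. The intervals given in parentheses are 95% intervals and cover counting error only.

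The library of the HE1 sort with VEGF held 130356480 UMIs (counted RNA molecules) in 9821 barcodes, and that of the HE2 sort with VEGF held 113544415 UMIs in 12572 barcodes. Without VEGF the HE1 library held 107064017 UMIs in 10904 barcodes and the HE2 library 114724284 UMIs in 4488 barcodes. After cells with few genes or many mitochondrial UMIs were left out, 9396, 11708, 10640 and 4194 cells remained in the same order. Their median depths were 11744, 8251, 9103.5 and 22458.5 UMIs per cell, so cells of the HE2 library without VEGF were read most deeply.

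Which cell types the sorts held with and without VEGF was addressed by clustering the cells and naming the clusters from marker genes. Endothelial-like cells, led by genes such as Clec14a, Apln and Esm1, made up 84.6% (83.9 to 85.3) of the HE1 sort with VEGF and 12.2% (11.6 to 12.8) without it, or 84.1% and 5.09% with a stricter cell filter. In the HE2 sort they made up 70.2% (69.4 to 71.0) with VEGF and 19.8% (18.6 to 21) without. Cells high in Acta2, the smooth muscle actin gene, made up 14.4% (13.7 to 15.2) of HE1 with VEGF and 86.3% (85.6 to 86.9) without, and 8.87% (8.37 to 9.40) of HE2 with VEGF and 28.0% (26.6 to 29.4) without. Hematopoietic progenitor-like cells, whose clusters 7, 8 and 11 had the carbonic anhydrase gene Car2 among their leading genes and Runx1 at 134, 176 and 124 CPM, made up 9.75% (9.21 to 10.3) of HE2 with VEGF and 41.9% (40.4 to 43.5) without. They numbered only 5 and 6 cells in the HE1 libraries. The progenitor marker scores of clusters 7, 8 and 11 were 0.83, 1.13 and 0.70. Granulocyte came next in clusters 8 and 11 (0.30 and 0.30). In cluster 7, with 1175 of the HE2 cells without VEGF, mast cell came next at 0.59, so its name is less certain.

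Of the endothelial-like and progenitor-like cells of the HE2 sort, progenitor-like cells were 12.2% (11.5 to 12.9) with VEGF and 68.0% (66.1 to 69.8) without. Macrophage-like cells with Tyrobp and C1qb were 5.78% of HE2 with VEGF and 5.20% without. A cluster rich in the embryonic globin genes Hba-x and Hbb-y and the platelet gene Pf4 was 4.63% with VEGF and 4.32% without. The Acta2-high class joined cluster 0, led by Upk3b, Krt8, Krt18 and Krt19, with smooth muscle-like clusters. These were led by Cryab and Tnc or by Col3a1 and Lum. Cluster 0 was left unnamed, although the smooth muscle list scored highest in it (1.24, cardiomyocyte next at 0.58). Of all UMIs of the HE1 library without VEGF, 93.3% came from the Acta2-high class, and its cells held far less Kit than endothelial-like cells of the same library, 2.71 against 73.9 counts per 1000000 UMIs (CPM). The shares describe sorted and filtered cells, not whole cultures, and cells of the HE2 library without VEGF were the deepest.

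**Figure D1:**
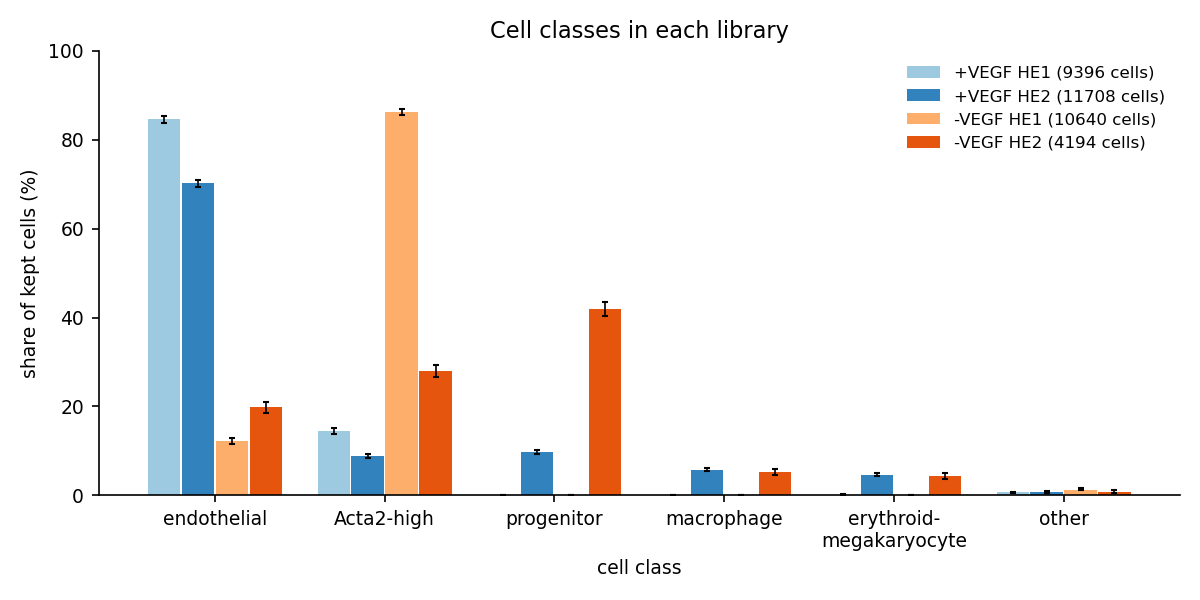
Share of kept cells (percent) in each cell class, by library, with exact 95% binomial intervals as error bars. Acta2-high cells were 86.3% of the HE1 sort without VEGF and progenitor-like cells 41.9% of the HE2 sort without VEGF.

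Whether whole sorted populations differed in endothelial and blood genes was addressed first with all kept cells of a library pooled. Sox17, an endothelial transcription factor gene (chromosome 1, 4490931 to 4497354, GRCm38), was at 170 CPM with VEGF and 19.5 CPM without in HE1, a log2 ratio of -3.13 (-3.19 to -3.06). In HE2 it was at 140 and 49.5 CPM, a log2 ratio of -1.5 (-1.54 to -1.45). Tek, which codes for the sorted receptor TIE2 (chromosome 4, 94739289 to 94874976), had log2 ratios of -0.54 (-0.59 to -0.49) and -0.42 (-0.48 to -0.37). Runx1, the transcription factor gene needed for the step from endothelium to blood (chromosome 16, 92601466 to 92826149), was higher without VEGF, at 8.66 against 15 CPM in HE1 (0.79, 0.68 to 0.90) and 38.5 against 64.2 CPM in HE2 (0.74, 0.68 to 0.79). On the averaging scale of the Seurat package the 4 values for Sox17 and Tek, with VEGF over without, were 1.07 and 0.506 for Sox17 and 0.176 and 0.0925 for Tek.

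Kdr, the gene of the main VEGF receptor (chromosome 5, 75932827 to 75978458), was lower without VEGF by a log2 ratio of -3.57 (-3.64 to -3.51) in HE1 and -1.67 (-1.70 to -1.63) in HE2. Apln, a ligand gene of sprouting endothelium, had -4.44 and -4.24, the cell cycle gene Ccnd1 had -3.76 and -3.00, and the tight junction gene Cldn5 had -4.06 and -2.64. Notch1 had -2.56 and -1.74. Dlk1, which codes for a membrane protein related to NOTCH ligands (chromosome 12, 109452823 to 109463336), was higher without VEGF, at 314 against 1837 CPM in HE1 (2.55, 2.53 to 2.56) and 136 against 941 CPM in HE2 (2.79, 2.77 to 2.82). Muscle genes were higher too, with Actg2 at 3.05 and 3.07, Tnni1 at 2.86 and 2.87 and the mesoderm factor gene Hand2 at 2.63 and 2.46. By the size rule of a 2-fold ratio with at least 20 CPM in the higher library, 428 genes were higher and 499 lower without VEGF in HE1, and 269 higher and 371 lower in HE2. The same 178 genes were higher and 260 lower in both sorts, and 3 went opposite ways.

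Among 26 gene lists, endothelial identity genes had median log2 ratios of -3.28 in HE1 and -1.15 in HE2, and smooth muscle and mesenchyme genes had 2.07 and 1.57. Their medians stood at percentile 0 and percentile 100 of 10000 random lists matched on expression. Hematopoietic transcription factor genes had -0.26 in HE1 (percentile 3.68) and 0.40 in HE2 (percentile 99.9). Because the class shares differed so widely, pooled ratios mix the make-up of a sort with expression within its cells.

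Whether endothelial-like cells themselves differed was addressed by pooling only that class, with 7949 cells with and 1299 without VEGF in HE1 and 8220 and 829 cells in HE2. Sox17 was higher without VEGF within the class, at 217 against 287 CPM in HE1 (log2 ratio 0.40, 0.33 to 0.47) and 192 against 256.4 CPM in HE2 (0.42, 0.37 to 0.47). Tek was higher as well, with 0.50 (0.38 to 0.62) and 0.48 (0.39 to 0.56), while Kdr was lower, with -0.35 (-0.43 to -0.28) and -0.14 (-0.19 to -0.10). Runx1 was low in both states, at 5.07 against 6.94 CPM in HE1 (0.47, -0.04 to 0.91) and 7.11 against 8.93 CPM in HE2 (0.33, 0.05 to 0.60). Most endothelial-like cells without VEGF, 1166 of 1299 in HE1 and 739 of 829 in HE2, fell in the Clec14a-rich cluster 1, and within cluster 1 alone Sox17 stayed higher (0.68 and 0.83), but Tek (-0.03 and -0.08) and Runx1 (-0.06 and -0.13) did not. Scaling by TMM factors moved all log2 ratios of this class by -0.16 in HE1 and -0.15 in HE2, which left Sox17 at 0.25 and 0.27.

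The immediate-early gene Fos (chromosome 12, 85473890 to 85477273) was higher without VEGF in endothelial-like cells, at 18.1 against 128 CPM in HE1 (2.83, 2.70 to 2.95) and 12.6 against 123 CPM in HE2 (3.28, 3.17 to 3.40). Klf2, a flow-responsive transcription factor gene, was at 305 against 630 CPM (1.05, 1.00 to 1.10) and 244 against 944 CPM (1.95, 1.92 to 1.99), and Klf4 had 2.28 and 2.35. Jun, the partner of Fos in the AP-1 factor, had 0.77 and 1.16, and Elf1 had 0.52 and 0.66. The endothelin receptor gene Ednrb had 2.34 and 2.95 and the platelet growth factor gene Pdgfa 2.06 and 2.74. Ccnd1 (chromosome 7, 144929931 to 144939925) was lower, at 363 against 74.6 CPM in HE1 (-2.28, -2.42 to -2.15) and 421 against 82.1 CPM in HE2 (-2.36, -2.44 to -2.28). The tip cell gene Esm1 had -4.43 and -4.59, Apln -1.01 and -2.02, the Rho regulator gene Arhgap18 -1.70 and -1.65 and Tagln -1.27 and -1.92. Within cluster 1 alone the ratios were mostly smaller, with Fos at 2.00 and 2.56, Klf2 at 0.37 and 1.27, Klf4 at 1.21 and 1.39, Jun at 0.28 and 0.67, Ccnd1 at -1.89 in both sorts, Esm1 at -1.38 and -2.12, Apln at -0.11 and -1.02 and Tagln at -0.03 and -0.40. Dll4, an arterial NOTCH ligand gene, gave 1 and 2 UMIs without VEGF against 973 and 935 with it, log2 ratios of -5.30 (-11.2 to -3.40) and -6.24 (-9.60 to -4.70).

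By the size rule 108 genes were higher and 49 lower in endothelial-like cells without VEGF in HE1, of 6129 genes at the level, and 176 were higher and 112 lower in HE2, of 6160. With TMM factors the counts were 72 higher and 85 lower in HE1 and 137 higher and 180 lower in HE2, so which direction held more genes depended on the scaling. The same 60 genes were higher and 27 lower in both sorts, against 24 and 15 within cluster 1 alone. Dlk1 was at 13.4 against 147 CPM in HE1 (3.46, 3.33 to 3.58) and 9.10 against 47.9 CPM in HE2 (2.40, 2.24 to 2.55). In HE2 without VEGF 10 of 829 cells held 54.8% of the Dlk1 UMIs, and without the 10 cells of each library with the most Dlk1 the ratio was 1.64 (1.44 to 1.84) in HE2 and 3.43 in HE1. The collagen gene Col1a1 of the Acta2-high cells gave 680 UMIs in the endothelial-like cells of HE1 without VEGF, where the Dlk1 of those cells would go with 785 if both came from Acta2-high cells. Notch1 had -0.09 (-0.26 to 0.06) in HE1, not detectable at this depth, and -0.58 (-0.69 to -0.46) in HE2.

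AP-1 factor genes had median log2 ratios of 0.77 in HE1 and 0.62 in HE2 in endothelial-like cells without VEGF (percentiles 100 and 99.96). Immediate-early and dissociation response genes had 0.72 and 1.23 (both at percentile 100). These lists share Fos, Fosb, Jun, Junb and Atf3, so they are not separate results. A difference in cell dissociation or sorting cannot be told apart from VEGF omission with 1 library per group. Mitosis genes were lower, with -0.84 and -0.50 (both at percentile 0), but within cluster 1 alone they were higher, with 0.15 and 0.44. Arterial genes had -0.26 and -0.68 (percentiles 0.07 and 0) and VEGF receptors and VEGF-induced genes -0.26 and -0.29 (percentiles 0 and 0.01). Within cluster 1 of HE1 the arterial median was 0.02. NFkB and inflammatory genes had 0.28 and 0.60 (percentiles 98.6 and 100; -0.01 in cluster 1 of HE1), and cardiac muscle genes 2.32 and 1.58 over 4 measured members. In HE2 interferon response genes had 0.94 (percentile 100) and megakaryocyte genes 0.70 over 5 members (percentile 99.3), against 0.15 and -0.07 in HE1. Smooth muscle genes had 1.00 in HE1 and -0.15 in HE2. Beside these and the cardiac muscle genes, markers of Acta2-high cells rose in the same endothelial-like cells of HE1, with Col1a1 at 15.2 against 115 CPM and Acta2 at 350 against 630 CPM, while in HE2 Col1a1 was at 9.34 against 10.4 CPM and Acta2 at 269 against 194 CPM.

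Among the other lists in endothelial-like cells, endothelial identity genes had 0.18 and 0.16, which TMM factors brought to 0.02 and 0.01, hematopoietic transcription factors 0.47 and 0.11, TEAD and YAP genes 0.30 and -0.03, hypoxia and glycolysis genes 0.23 and 0.11 and the genes named in the study 0.32 and 0.31. The S phase list had -0.29 and 0.07 (in HE1 0.02 with a stricter cell filter), p53 response genes -0.20 and -0.16 and unfolded protein response genes -0.11 and -0.08. The NOTCH list had 0.11 and -0.07, the venous and lymphatic list 0.04 and 0.29, hematopoietic surface genes 0.13 and 0.08, basement membrane genes 0.06 and -0.32, BMP and SMAD genes 0.18 and 0.02 and G1 cyclins and inhibitors 0.10 and 0.22. Erythroid genes had -0.93 in HE2 over 3 members, and too few erythroid genes in HE1 and macrophage genes in either sort were measured. TMM and DESeq2 scaling both turned the sign of the NOTCH, venous, hematopoietic surface, basement membrane, interferon and G1 medians in HE1 and of the hematopoietic transcription factor, hematopoietic surface, BMP, hypoxia and S phase medians in HE2.

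**Figure D2:**
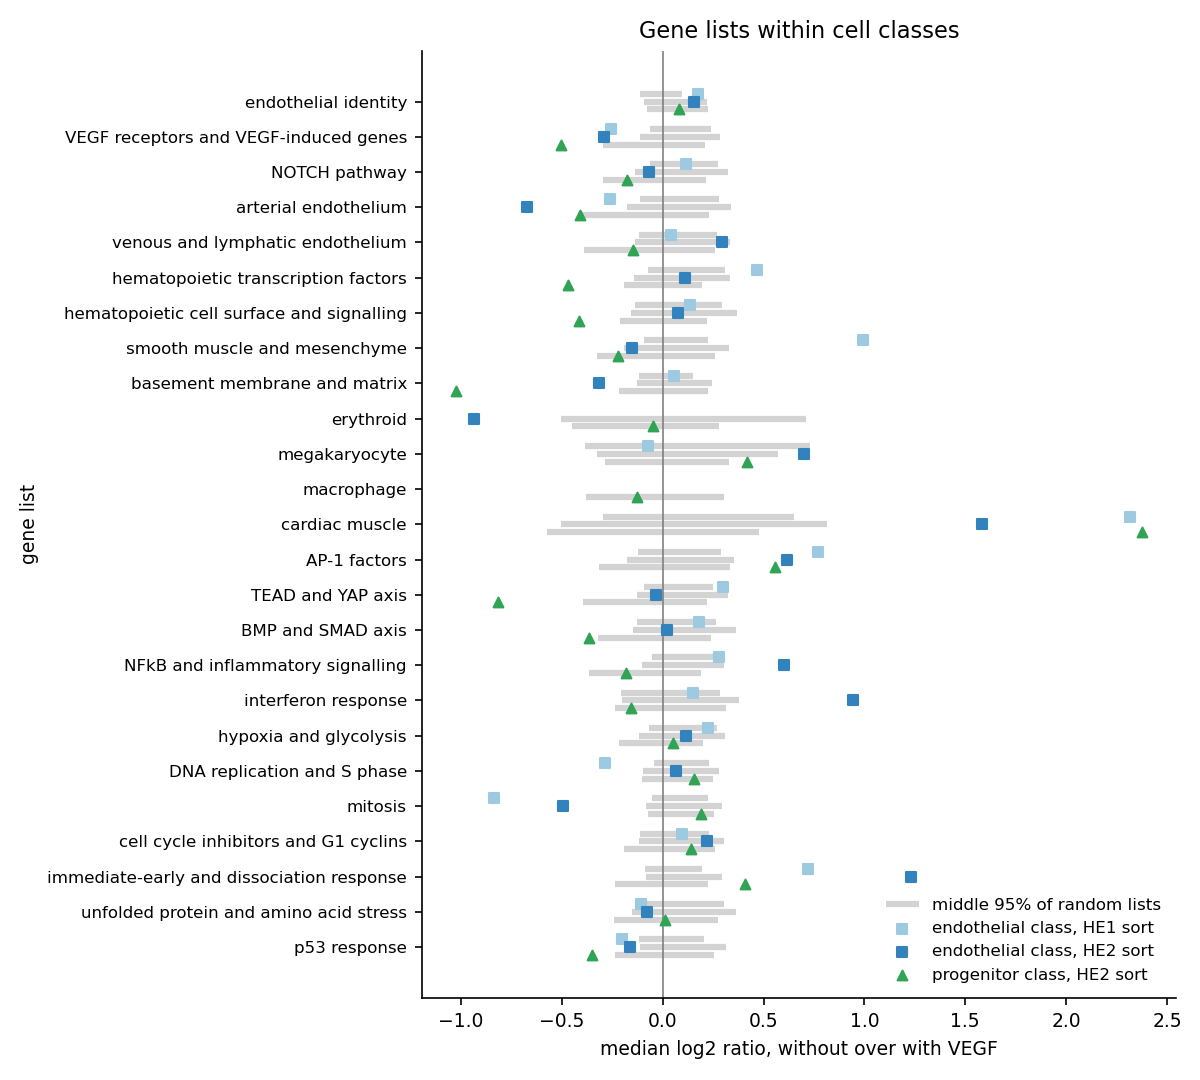
Median log2 ratio without over with VEGF of each gene list, in endothelial-like cells of the HE1 and HE2 sorts and progenitor-like cells of the HE2 sort, with the middle 95% of random lists of matched expression. AP-1 and immediate-early lists, which share members, lie above their random lists in the 3 comparisons. Hematopoietic transcription factors lie below theirs in progenitor-like cells (-0.47).

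Whether progenitor-like cells differed was addressed in the HE2 sort, with 1141 cells with and 1759 without VEGF. Runx1 was lower without VEGF, at 180 against 129 CPM (log2 ratio -0.48, -0.56 to -0.40), and so were Spi1, the gene of the blood factor PU.1, with -0.38 (-0.48 to -0.28) and Kit with -0.57 (-0.67 to -0.47). The leukocyte gene Ptprc had -1.98 (-2.32 to -1.64), Myb -1.12 and Mecom -1.37. The macrophage genes Tyrobp, at 74.5 against 32.8 CPM, and Cd52 (-0.79) were lower in the same cells. High doublet scores were found for 9.73% of progenitor-like cells with and 1.71% without VEGF. The share called was set per library by its number of barcodes, so these shares are not comparable between libraries. They stood beside 7.07% and 2.17% of endothelial-like cells of the same libraries. Without the cells with high scores Ptprc had -2.10, Tyrobp -1.10, Myb -1.13 and Mecom -0.52. Pf4 was higher, at 60.3 against 252 CPM (2.06, 1.94 to 2.19), as were Klf2, at 175 against 427 CPM (1.29, 1.22 to 1.36), Jun with 0.67 and Itga2b, the CD41 gene, with 0.30 (0.18 to 0.42). Sox17 was at 38.2 against 37.1 CPM (-0.04, -0.21 to 0.13), a difference not detectable at this depth. The cells with VEGF were mostly of cluster 8 (1069 of 1141), with Ikzf1, Runx1 and Spi1 among its leading genes, and those without mostly of cluster 7 (1175), led by Car2 and Alox5ap, and cluster 11 (555), led by histone genes with 0 progenitor markers among its 10 leading genes, so clusters and libraries were nearly the same split of this class.

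The heart muscle genes Tnnt2 (28.3 against 130 CPM, log2 ratio 2.20) and Tnni1 (2.38) and the replication-linked histone gene H2ac4 (3.74) were among the genes highest without VEGF in progenitor-like cells, and Lgals1 (-1.55), Apoe (-1.51) and Cldn5 (-1.48) were among the lowest. The rise of the heart muscle genes was shared, with Tnni1 at 2.00 in macrophage-like cells, 1.956 in cluster 10 and 2.31 in endothelial-like cells of the same sort. Bloc1s1, Eif3j2, Eno1, Ftl1, H3c3, Hist1h2ap, Myl12b and Phpt1, 8 of the 20 genes at the extremes, were shifted the same way in 6 classes of the HE2 libraries and are uncertain, since 22 of the 33 such genes shared most of their 3' end with another gene. Hematopoietic transcription factor genes had a median of -0.47 (percentile 0), hematopoietic surface genes -0.41 (percentile 0.01), basement membrane genes -1.03 (percentile 0) and VEGF-induced genes -0.50 (percentile 0.04). AP-1 genes had 0.56 (percentile 99.9), immediate-early genes 0.41 (percentile 100) and megakaryocyte genes 0.42 (percentile 99.7). When the median ratio of the 5 other HE2 classes was taken away from each gene, Runx1 stayed at -0.47, but Cldn5 (1.53) and the VEGF-induced (0.14), AP-1 (-0.05), immediate-early (-0.16) and megakaryocyte (-0.055) medians changed sign. By the size rule 78 genes were higher and 87 lower without VEGF, of 5979 at the level. With TMM factors 96 were higher and 70 lower, and less the median ratio of the 5 other classes 88 were higher and 18 lower.

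How many cells carried Runx1 or Sox17 was compared after thinning every cell to 5000 UMIs. Runx1 was found in 56.6% (53.3 to 59.8) of 930 progenitor-like cells with VEGF and 42.5% (40.1 to 44.8) of 1745 without, with 211 and 14 shallower cells left out. Unthinned, the shares were 67.0% and 76.5%, since median depth was 7330 UMIs with VEGF and 19263 without. In endothelial-like cells Runx1 was found in 2.57% and 3.68% of HE1 and HE2 cells with VEGF and 3.01% and 2.35% without, and in 8.48%, 12.5%, 6.42% and 6.85% of Acta2-high cells. Runx1 was also counted in Acta2-high cells (38.0 CPM in cluster 5), so no class gave a background share for this gene. Sox17 was found in 59.6% and 56.1% of endothelial-like cells with VEGF and 64.2% and 60.0% without, against 7.60%, 9.09%, 1.32% and 1.28% of Acta2-high cells. Unthinned, the endothelial-like shares were 80.6%, 71.4%, 58.3% and 85.0%, at median depths of 10873, 8016, 4105 and 16117 UMIs, against 20827, 13588, 9844 and 39505 UMIs in Acta2-high cells. Thinning left out 101, 1202, 900 and 21 endothelial-like cells.

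**Figure D3:**
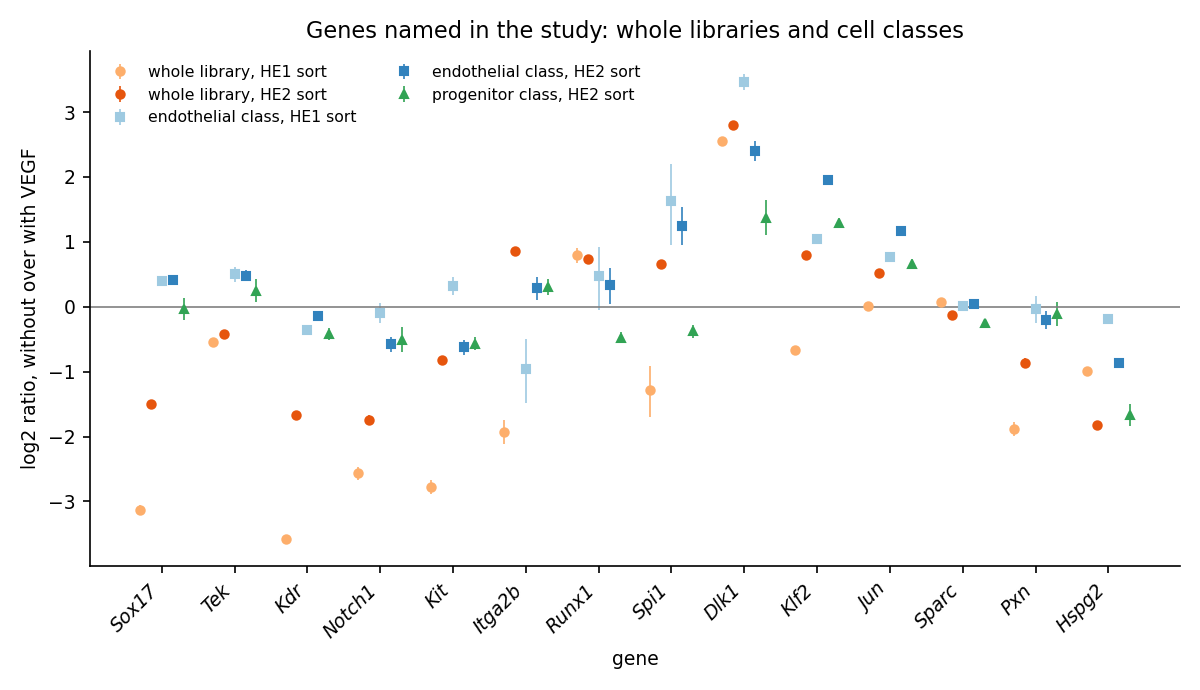
Log2 ratio without over with VEGF for genes the study names, with 95% counting intervals, in whole libraries, endothelial-like cells and progenitor-like cells. Sox17 lies at -3.13 and -1.5 in whole HE1 and HE2 libraries and at 0.40 and 0.42 in endothelial-like cells.

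What the CD41-positive gate added was addressed by setting HE2 over HE1. With VEGF, Itga2b was higher in HE2, at 10.4 against 46.9 CPM (log2 ratio 2.18, 2.09 to 2.27), as were Runx1 at 8.66 against 38.5 CPM (2.15, 2.06 to 2.25), Spi1 (4.42, 4.23 to 4.62) and Pf4 (6.34, 6.24 to 6.45). Without VEGF the same genes had 4.96 (4.79 to 5.14), 2.10 (2.02 to 2.18), 6.36 (6.04 to 6.72) and 8.05 (7.94 to 8.17). Kdr differed little with VEGF (0.12, 0.09 to 0.14) but was higher in HE2 without it (2.03, 1.958 to 2.09), and Sox17 had -0.28 with VEGF and 1.35 without. Without VEGF, Acta2-high cells were 86.3% of HE1 and 28.0% of HE2, so these pooled ratios mix make-up with expression within cells. Within endothelial-like cells without VEGF, the averaging scale of Seurat gave Sox17 at 1.97 in HE1 and 1.85 in HE2. Kdr was at 1.85 and 2.09 on that scale. By the size rule 68 genes were higher and 17 lower in HE2 with VEGF, and 331 higher and 261 lower without, with 378 and 192 by DESeq2 size factors, 416 and 425 by the mean over cells and 33 and 34 by the averaging of Seurat, so which direction held more genes depended on the setting. The macrophage list had medians of 5.09 with VEGF and 6.20 without and the megakaryocyte list 3.55 and 7.22.

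Endothelial-like cells of the 2 sorts differed by few genes with VEGF, 5 higher and 8 lower in HE2, of which 3 and 5 were among the 33 genes shifted alike in 6 classes, and by 48 and 65 without it, with 8 and 10 of the 33 among them. Itga2b was higher in HE2 endothelial-like cells by a log2 ratio of 0.49 with VEGF and 1.73 without. No gene passed the size rule the same way in both states, and 7 went opposite ways, all 7 among those 33 uncertain genes. The 33 were chosen by their ratios between the HE2 libraries, endothelial-like cells included, so this overlap follows in part from that choice.

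The Acta2-high cells of cluster 0, with 808 cells with and 5848 without VEGF in HE1 and 431 and 765 in HE2, had more Actg2 without VEGF, by log2 ratios of 0.93 (0.85 to 1.01) and 1.21 (1.08 to 1.35). Tnni1 had 0.77 and 0.88, Tnnt2 0.88 and 0.58, Hand2 0.63 and 0.61 and the mesothelial gene Upk3b 0.50 and 0.99. The neural factor gene Sox11 was lower, with -0.57 and -1.36. In the smooth muscle-like cluster 5 the signal gene Wnt5a had 0.75 and 0.87 and Dlk1 0.82 and 0.97. Only 2 genes were 2-fold higher and 11 lower in cluster 0 of HE1, and 43 and 91 in HE2 (64 and 61 with TMM factors). The endothelial gene Cdh5 was lower in cluster 5 (-3.02 and -3.05), in libraries that also held fewer endothelial-like cells. High doublet scores were found for 20.2% of cluster 5 cells and 10.1% of cluster 0 cells over all libraries. Neither cluster was compared without the high-scoring cells, so mixed droplets were not excluded there.

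The globin-rich cluster 10 of the HE2 sort, with 542 cells with and 181 without VEGF, had more Itga2b without VEGF, at 436 against 954 CPM (log2 ratio 1.13, 1.06 to 1.20), and more of the platelet receptor gene Gp1bb (2.64, 2.40 to 2.90). The adult globin genes Hba-a2 (2.22, 2.17 to 2.27) and Hbb-bt (3.33, 3.16 to 3.52) were higher, while the embryonic Hba-x had -0.26 (-0.27 to -0.24) and Kit -1.77 (-2.42 to -1.20). The embryonic globin gene Hbb-bh1 had -1.93 (-1.98 to -1.88) and the erythroid factor gene Klf1 had -2.51 (-3.14 to -1.97). Megakaryocyte genes had a median of 1.31, with 8 of 12 at least 2-fold higher. The size rule gave 168 genes higher and 245 lower, or 231 and 171 with TMM factors. Genes of Acta2-high cells stood at 43.2% of their library level in this cluster with VEGF and 24.9% without, against 5.77% and 3.19% in endothelial-like cells of the same libraries. In CPM such genes were higher in cluster 10 without VEGF, with Col1a1 at 63.0 against 212 and Acta2 at 574 against 1885. High doublet scores were found for 20.3% and 6.63% of cluster 10 cells, beside 7.07% and 2.17% of endothelial-like cells of the same libraries. The share called was set per library by its number of barcodes, so shares are not comparable between libraries. Cluster 10 was not compared without the high-scoring cells.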

Values the study reported

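The study reported an average log2 fold change of Sox17 of 1.07 in HE1 and 0.49 in HE2, and of Tie2 of 0.17 in HE1 and 0.09 in HE2, from the comparison of single cells grown with and without VEGF. It described these as a down-regulation of endothelial genes that stayed incomplete, and it stated that Runx1 failed to go up in cells of the HE2 and progenitor stages when VEGF was present. It described larger proportions of blood progenitors and of smooth muscle cells without VEGF, and fewer HE1, HE2 and progenitor cells in all. From flow cytometry of replicate experiments, it also reported a smaller proportion of HE2 cells and a larger proportion of progenitors without VEGF. Sorting gave 758000 HE1 and 380000 HE2 cells from the culture with all cytokines, and 71500 HE1 and 33300 HE2 cells from the culture without VEGF. Viability was 73% and 92% for HE1 and HE2 with all cytokines, and 73% and 75% without VEGF. The study described Dlk1 as strongly higher without VEGF in chromatin, enhancer activity and HE1 expression. A reporter assay of an isolated Dlk1 enhancer was part of that evidence. Its plots of expression across 6 clusters, in which the study showed single cells, drew on 2266 cells.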

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

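All tests in this part were chosen after the results were seen, except the test of shared 3' ends among genes that shifted alike.

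For 8 genes and groups of cells the log2 ratio without over with VEGF pointed one way in the HE1 sort and the other way in the HE2 sort. The difference between the sorts was not tested, since each group had 1 library. In whole libraries Itga2b, the CD41 gene on which the sorts were split, had -1.93 in HE1 and 0.85 in HE2, a difference of 2.78. Spi1 had -1.29 and 0.65 (difference 1.94), the erythroid and megakaryocyte factor gene Nfe2 -1.17 and 0.49 (1.66), Klf2 -0.67 and 0.80 (1.47) and Elf1 -0.82 and 0.43 (1.25). Sparc, a matrix protein gene, had 0.07 and -0.13, a difference of -0.20, and its HE1 value turned to -0.03 with TMM factors. Had each class kept its level from the library with VEGF and only its share of UMIs differed, Itga2b would have had -1.46 and 0.24. Spi1 would have had -0.99 and 0.82, Nfe2 -1.38 and 0.70, Elf1 -0.69 and 0.32 and Sparc 0.20 and -0.14. For these genes the mix of classes alone thus gave opposite signs, while for Klf2 it gave -0.51 and -0.30. In endothelial-like cells Itga2b had -0.96 and 0.28 (difference 1.24) and Kit 0.32 and -0.62 (difference -0.94), but within cluster 1 alone Itga2b had -1.62 and -0.25 and Kit -0.0018 and -0.92, so these directions were not opposite there.

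Acta2-high cells filled 86.3% of the HE1 sort and 28.0% of the HE2 sort without VEGF, although both sorts were gated on KIT and TIE2. Barcodes of low depth that hold free RNA alone are argued against, since Acta2-high cells had at least 2.40 times the median UMIs of endothelial-like cells of the same library. Passage of cells without Kit RNA through the gate stays open: Kit in Acta2-high cells was 0.0524 (0.0425 to 0.0640) of its level in endothelial-like cells in the library where the ratio was higher, while Tek was at 42.2 against 107 CPM in HE1 and 31.3 against 95.2 CPM in HE2. An effect of VEGF omission on the make-up of the culture stays open as well, with shares at least 3.15 times those with VEGF, and cannot be told apart from a difference between the cultures or sorts because each group had 1 library.

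Dlk1 in endothelial-like cells was higher without VEGF in both sorts. In HE1, Col1a1 stood at 0.866 (0.802 to 0.934) of the number that Dlk1 would bring along from Acta2-high cells, 680 UMIs against 785, which is in line with such RNA as the main source there. In HE2 as a whole class, Col1a1 stood at 0.269 (0.228 to 0.314) of that number, 157 UMIs against 584, which argues against it as the main source. The 10 cells with the most Dlk1 held 54.8% of its UMIs there, against at most 8.43% in the top 10 of 1000 random draws, and 14.5% in HE1, against at most 5.98%, so the exclusion in HE2 rests largely on few cells. Without those 10 cells Col1a1 stood at 0.587 (0.498 to 0.687) of the number in HE2, so for the other cells RNA of Acta2-high cells stays open. An effect of VEGF omission on Dlk1 in endothelial-like cells stays untested in these libraries.

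In the HE2 libraries, 33 of 4475 genes, 13 higher and 20 lower without VEGF and 5 of them mitochondrial, were at least 2-fold apart the same way in all 6 classes compared. Of these, 66.7% (48.2 to 82.0) had most of their 3' end in transcripts of another gene, against 2.59% of all 4475, so reads shared between near-identical or overlapping genes are a candidate source, and such genes are uncertain. An effect of VEGF omission in all cells is argued against, since their median shift in endothelial-like cells was 1.60 in HE2 but -0.03 in HE1, a ratio of -0.0188. In HE2 over HE1 with VEGF the same genes had a median of -0.71 in that direction. The HE2 library with VEGF thus stood apart from HE1 too, for genes chosen in part from its own values. What made shared reads count differently between libraries stays open.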

How the results depend on the processing

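The settings cluster 1 alone, without the 10 cells with the most Dlk1, without genes shifted alike in 6 classes, and less the median ratio of the 5 other classes were chosen after the results were seen. No paired analysis was possible because each group had 1 library from 1 culture, and for the same reason leaving out each library in turn was impossible. Removal of free RNA was not run for clusters 0 and 5, which express its marker genes, nor removal of high Scrublet scores for clusters 0, 5 and 10. Values below follow as the value under the setting, with the first value in parentheses where a sign changed, and the cause was not tested. Depth limits rare transcripts most: Dll4 and Gfi1 rest on few UMIs, and endothelial-like cells without VEGF in HE1 have a median of 4105 UMIs.

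Progenitor-like cells were a larger part of HE2 without VEGF under all 7 settings tried for shares, by 31.5 to 33.1 percentage points. Sox17 in endothelial-like cells stayed higher without VEGF under all 13 settings tried, with log2 ratios of 0.24 to 0.68 in HE1 and 0.27 to 0.83 in HE2, as did Dlk1 in HE2 under 14 (0.48 to 3.77) and in HE1 under 13 besides free RNA taken away (1.13 to 3.60). Runx1 in progenitor-like cells stayed lower (-0.63 to -0.33). At resolutions 0.3 and 1.0, and without genes shifted alike in 6 classes, all counts of 2-fold genes stayed within 1.5-fold.

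With no filter on cells the Acta2-high share without minus with VEGF in HE1 was 70.5 points, and Dlk1 in endothelial-like HE2 cells 2.55. With the stricter filter the endothelial-like share of HE1 without VEGF was 5.09% (467 of 9169 cells), the Acta2-high difference was 78.8 points in HE1 and 17.6 in HE2, Sox17 0.28 and 0.36 and Dlk1 in HE2 2.68. That filter turned the endothelial-like S phase median in HE1 to 0.019 (-0.29), the mitosis median of HE2 over HE1 without VEGF to -0.30 (0.29) and the macrophage list in macrophage-like cells to 0.046 (-0.12). Without the highest Scrublet scores the Acta2-high difference in HE1 was 72.8 points, Dlk1 in HE1 3.60, Sox17 in HE2 0.36 and Runx1 in progenitor-like cells -0.63. Tagln in progenitor-like cells turned to 0.084 (-1.38), and in macrophage-like cells Sox17 to 0.21 (-1.32), Actc1 to -0.42 (2.98), Emcn to 0.058 (-2.11), Kdr to 0.028 (-1.04), Pcdh17 to 0.40 (-2.18), endothelial identity to 0.59 (-0.89) and the study's genes to 0.028 (-0.16).

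With the averaging of Seurat, whose added constant shrinks ratios of low genes, 87 and 38 genes were 2-fold apart in whole HE1 and HE2 libraries, 7 and 25 in endothelial-like and 17 in progenitor-like cells. Sox17 was 0.28 and 0.29, Dlk1 1.13 and 0.48, Runx1 in progenitor-like cells -0.33 and the macrophage list 0.0063. With no minimum level the counts were 8356, 7331, 6330, 4251 and 3978, and with 50 CPM they were 483, 337, 66, 137 and 93. With no minimum for list members the arterial median of HE2 over HE1 without VEGF was 0.23 (-0.73), AP-1 in progenitor-like cells -0.071 (0.56), cardiac muscle in cluster 0 of HE2 -0.17 (0.56) and the macrophage list in cluster 5 of HE2 -1.68 (0.72).

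TMM factors gave Sox17 0.25 and 0.27 and Dlk1 in HE1 3.30. DESeq2 size factors gave 0.24, 0.28 and 3.30, and Runx1 in progenitor-like cells -0.39. With the mean over cells Dlk1 in HE2 was 2.55 and the macrophage list 0.0067. Dlk1 in HE2 was 2.55 with no cell cycle regression and 2.60 with separate clustering.

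With free RNA taken away Sox17 in HE1 was 0.48, and Dlk1 was 3.77 in HE2. In HE1 more Dlk1 was taken away with VEGF than was there, so its value of 9.25 rests on the floor of 3 counts and decides nothing. The same floor in 1 of the libraries underlies Pf4, Col1a2 and all genes below except Nrp2, and in macrophage-like cells with VEGF it holds 21 of 21 endothelial identity, 8 of 15 VEGF-induced, 6 of 15 NOTCH, 13 of 16 basement membrane, 6 of 11 BMP and 9 of 21 of the study's genes. In cluster 10 with VEGF it holds 20 of 22, 9 of 14, 5 of 12, 13 of 16 and 7 of 11 of the first 5 of these lists, so changes of sign in these values decide nothing. In endothelial-like cells of HE2 over HE1 without VEGF, Pf4 was -2.80 (3.66) and Col1a2 0.15 (-2.32). In macrophage-like cells, where 54.4% and 32.8% of UMIs were taken away, and in cluster 10, where 43.2% and 24.9% were, the shares lie above the 5.77% and 3.19% of endothelial-like cells of the same libraries, and mixed droplets were not told apart from free RNA. In macrophage-like cells Nrp2 was 1.26 (-1.25), Kdr 4.42 (-1.04), Flt1 3.92 (-1.27), Ccnd1 2.31 (-2.77), Pcdh17 0.78 (-2.18) and Rsad2 0.50 (-1.95). List medians there were 5.08 for endothelial identity (-0.89), 0.57 for VEGF-induced (-0.77), 0.40 for NOTCH (-0.34), 1.05 for basement membrane (-1.40), 0.40 for BMP (-0.59), 0.10 for p53 (-0.31) and 0.125 for the study's genes (-0.16). In cluster 10 Kdr was 3.95 (-1.47), Ccnd1 2.32 (-2.59) and Rsad2 1.95 (-1.11), with medians of 5.12 for endothelial identity (-1.34), 1.44 for VEGF-induced (-1.42), 0.46 for NOTCH (-0.56), 1.63 for basement membrane (-1.75) and 0.17 for BMP (-0.62).

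Without the 10 cells of each library with the most Dlk1, Dlk1 in HE2 was 1.64. In cluster 1 alone Sox17 was 0.68 and 0.83, Dlk1 3.25 and 1.66, and 101 genes in HE1 were 2-fold apart. Hmmr in HE1 was 0.15 (-1.13), and HE1 medians were -0.036 for endothelial identity (0.18), 0.021 for arterial (-0.26), -0.0088 for NFkB (0.28), 0.10 for S phase (-0.29), 0.15 for mitosis (-0.84) and -0.0018 for the study's genes (0.32). In HE2 mitosis was 0.44 (-0.50) and the study's genes -0.084 (0.31).

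Less the median ratio of the 5 other classes, 106 genes were 2-fold apart in progenitor-like cells. Phpt1 was -0.30, Id3 1.10 (-1.45), Tyrobp 0.0050 (-1.18), Mmrn2 1.94 (-1.76), Cryab -0.28 (1.17), Hist1h2ap 0.15 (-2.89), H3c3 -0.12, Dlk1 -0.91 (1.37), Tnfaip2 0.94 (-1.27), Cldn5 1.53 (-1.48) and Myl12b -0.032. Medians were 0.14 for VEGF-induced (-0.50), -0.055 for megakaryocyte (0.42), -0.050 for AP-1 (0.56), 0.30 for BMP (-0.37), -0.16 for immediate-early (0.41) and 0.015 for the study's genes (-0.25).

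Without thinning, which leaves the depth gap in place, the share of cells with a UMI, without minus with VEGF in points, turned for Runx1 to 4.71 (-1.32) in endothelial-like HE2 cells and 9.51 (-14.1) in progenitor-like cells, and for Tek to -17.0 (8.50) in endothelial-like HE1 cells. Kdr turned to 5.68 (-5.87) in endothelial-like HE2 cells, Kit to -19.0 (4.93) in HE1, 2.15 (-8.33) in HE2 and 13.5 (-8.83) in progenitor-like cells, and Notch1 to 7.91 (-6.79) in endothelial-like HE2 cells and 10.6 (-2.98) in progenitor-like cells.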

Other observations

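The comparison of observed with class-mix ratios and the choice of the cells described below were made after the values were seen.

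A small cluster of 197 cells, 48 and 50 in HE1 and HE2 with VEGF and 77 and 22 without, was led by the pluripotency genes Pou5f1, Utf1 and Dppa5a and the epithelial genes Epcam and Cldn7. It was present in all 4 libraries of the sorts for KIT and TIE2. Macrophage-like cells of the HE2 sort, 677 with and 218 without VEGF, kept close levels of Spi1, at 374 against 396 CPM (log2 ratio 0.09, 0.01 to 0.16), Runx1 (0.05, -0.09 to 0.20) and Ptprc (-0.01, -0.15 to 0.12), while the adult globin gene Hba-a1 was higher without VEGF (2.10, 2.00 to 2.20). By the 2-fold size rule 109 genes were higher and 141 lower there, 96 and 90 without the highest Scrublet scores and 500 and 205 with free RNA taken away, where many levels were taken to 0, and the macrophage list had a median of -0.12. Genes of Acta2-high cells stood at 54.4% of their library level in these cells with VEGF and 32.8% without, against 5.77% and 3.19% in endothelial-like cells of the same libraries. In CPM such genes were higher in macrophage-like cells without VEGF, with Col1a1 at 103 against 248 and Acta2 at 507 against 2038. High doublet scores were found for 23.0% and 14.7% of the macrophage-like cells, beside 7.07% and 2.17% of endothelial-like cells. The share called was set per library by its number of barcodes, so shares are not comparable between libraries. The endothelial identity median of macrophage-like cells, -0.89, turned to 0.59 without the high-scoring cells. With free RNA taken away all 21 of these genes fell to the floor with VEGF, so that setting decides nothing for them. Free RNA and mixed droplets were not told apart.

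Progenitor-like cells with Runx1 held Sox17 less often than those without Runx1, after thinning to 5000 UMIs. With VEGF, 8.37% (6.14 to 11.1) of 526 cells with Runx1 had a Sox17 UMI against 17.1% (13.5 to 21.1) of 404 cells without Runx1. Acta2-high cells of that library, given above, held Sox17 about as often as the cells with Runx1. Free RNA or mixed droplets as its source there were thus not excluded. Without VEGF the shares were 10.5% (8.41 to 12.96) of 741 and 15.6% (13.4 to 18.0) of 1004 cells, but at 3000 UMIs their intervals overlapped, at 7.17% (5.10 to 9.75) and 10.5% (8.83 to 12.3). In endothelial-like cells with VEGF the shares at 5000 UMIs were 61.4% (54.3 to 68.1) with and 59.5% (58.4 to 60.7) without Runx1 in HE1, and 46.9% (40.7 to 53.2) and 56.4% (55.2 to 57.6) in HE2. Gfi1, a repressor gene that works with Runx1, was found in 0.968% and 0.917% of progenitor-like cells with and without VEGF, too few cells for a comparison.

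If each class had kept its level from the library with VEGF and only the share of each class in the UMIs had differed, Sox17 would have had a log2 ratio of -2.28 in HE1 and -1.32 in HE2, beside the observed -3.13 and -1.5. Sox17 was higher without VEGF within endothelial-like cells (0.40 and 0.42), so the lower observed values show no fall in that class. The share of Acta2-high cells with a Sox17 UMI, given above, was lower without VEGF. Whether that RNA came from Acta2-high cells, free RNA or mixed droplets was not tested. For Tek the values were -0.73 and -0.74 from the mix beside -0.54 and -0.42 observed, and for Runx1 1.04 and 1.16 beside 0.79 and 0.74. For Klf2 in HE2 the mix gave -0.30 beside 0.80 observed, and for Dlk1 1.57 beside 2.79.

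On the averaging scale that the study used, the whole-library values of Sox17 and Tek lay close to the quoted ones. Within endothelial-like cells the same scale gave, with VEGF over without, -0.283 in HE1 and -0.287 in HE2 for Sox17. For Tek it gave -0.230 and -0.188. These had the opposite direction to the whole libraries. In cluster 1 alone, which holds most endothelial-like cells without VEGF, Tek had 0.0091 in HE1 and 0.0736 in HE2. Both values were small, so Tek gave no clear direction there. Sox17 stayed opposite to the whole libraries in cluster 1, at -0.446 and -0.517. Runx1 within progenitor-like cells of the HE2 sort was lower without VEGF, while in the whole HE2 library it was higher. The cell classes here were named from clusters of all 4 libraries and need not match those of the study.

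In all, 35938 cells passed the filter used here. The plots of the study drew on fewer cells, and its quality limits were not in the sources used here, so the counts were not compared further.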
